A study of Mus musculus with 20 samples. Its data were reported in "A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan" (2024).

How the data were processed

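Kidneys of 20 wild-type C57BL/6J mice were profiled by total RNA sequencing, 5 from each of 4 groups (4-month males, 4-month females, 25-month males and 25-month females, ages as given in the labels; the series text gives an age range around 25 months). According to the study's methods, the authors prepared stranded libraries from total RNA, sequenced them as paired ends on a NovaSeq instrument, trimmed the reads with bbduk, aligned them to the mouse genome mm10 with STAR in two-pass mode and an ENSEMBL annotation, and summed them per gene with featureCounts. Its settings for strand and for reads that align to more than one gene are not stated, so values of genes with close copies are uncertain. The deposited values are raw counts per gene, whole numbers without scaling or filtering, 1 table per library. Each table held 51827 entries, of which 51826 were genes and 1 was a transgene. The transgene entry was left out of the comparisons. A gene symbol was found for 51633 genes, and coordinates were taken from the GENCODE annotation of mm10. All counts are given here from these tables.

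Total counts per library ranged from 50698175 to 80661256. The comparison of 40 pairs of libraries within groups found no identical pair. Genes with a count above 10 in at least 10 libraries were tested, the filter the study used, which left 20693. Library sizes were scaled by the trimmed mean of M values (factors from 0.829 to 1.215). Values for groups are counts per 1e6 counts of these scaled sizes (CPM), with the SD over n = 5 libraries. A count of 0 was read as allowing up to 3 counts, and a fold against a group with 3 or fewer counts in every library was computed against that floor and is a lower bound.

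Differential expression was tested with edgeR 4.0.16 in R 4.3.3. A quasi-likelihood model with a mean for each of the 4 groups was fitted (common dispersion 0.0811, prior degrees of freedom 3.64). Contrasts were 25 against 4 months averaged over the sexes, the same in males and in females, the difference of these between females and males, and females against males at each age. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F and are approximate. All tests were two-sided.

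The study's signatures were tested by preranked enrichment with fgsea 1.28.0 on log2 fold changes shrunken by apeglm 1.24.0 after a DESeq2 1.42.0 fit, with 10000 permutations and at least 10 genes per set. P-values were adjusted over the sets with a p. Marker lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01 and at least 4 genes. The 25 genes the study measured by PCR formed a further list. The marker lists comprised B cell, plasma cell, T cell, macrophage, neutrophil, fibroblast, endothelial, proximal tubule, injured tubule, thick ascending limb, distal convoluted tubule, principal cell, intercalated cell, podocyte, erythroid, adrenal cortex and adipocyte lists, written from general knowledge of kidney cell types. The groups, the tests, the lists, the alternatives except the adipocyte covariate and the rule for naming genes were chosen before the data were examined. That rule took, for age, up to 5 increases and 5 decreases with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the ages, for sex up to 3 genes in each direction chosen alike, for the interaction up to 6 genes with an adjusted p under 0.05, and the genes the study measured by PCR.

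The alternatives were size factors of the relative log expression kind, upper-quartile factors, a DESeq2 Wald test, limma-voom with sample weights, no filter, an edgeR filter by group, a block of 3 ranges of library numbers, counts thinned to the smallest total, fits of age alone, of sex plus age or of the 2 groups compared, a fold threshold of 1 on the log2 scale, another ranking and other tests for gene sets, and leaving out each of the 20 libraries. The numbers in the library names have no stated meaning, so the block is a grouping read from the names. An adipocyte score as a covariate was added after the data were seen.

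The programs were tested on simulated counts drawn from the means and library sizes of these data. The age fit ran on 20484 genes with 195 changed. EdgeR recovered 70.3% of the changed genes for both sexes, 50.8% for males and 53.85% for females, and 3.52% of its calls for both sexes were unchanged genes. DESeq2 recovered 82.05%, with 11.6% of its calls on unchanged genes. Each of the 4 set tests found both of the changed sets and called 0 of 25 unchanged sets. The simulated genes were drawn independently, without differences by sex or block. These checks therefore do not show how the tests behave where genes are correlated, as in the real libraries.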

Results

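Total RNA from mouse kidney was sequenced to measure how gene expression changes with age. The animals were wild-type C57BL/6J mice, a common inbred laboratory strain, housed at the National Institute on Aging. Kidneys were collected at 4 months or at 25 months of age from males and from females. The 20 libraries fall into 4 groups of age and sex, with n = 5 animals in each group and 1 library per animal. The study used this cohort to ask whether the expression changes found in kidneys of RagC-mutant mice also occur in normal ageing. RagC is a small GTPase that passes the nutrient signal to mTORC1, a kinase that controls growth and restrains the lysosomal transcription factor TFEB.

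Each library held between 50698175 and 80661256 counts. In units of 1e6 counts, the mean total was 70.8 ± 9.001 (SD, n = 5) in 4-month males, 63.02 ± 4.23 in 4-month females, 67.6 ± 12.005 in 25-month males and 63.8 ± 7.37 in 25-month females. Totals at 25 months differed from those at 4 months by -1.21 in these units, less than the spread between libraries (two-sided permutation test, p = 0.763, n = 10 per age). Mitochondrial genes took 33.1% to 43.5% of the counts of a library. Of the 51826 genes in the count tables, 20693 had a count above 10 in at least 10 libraries and were tested. A count of 0 in a library allows up to 3 counts, and this limit covers counting error only. Counts of libraries within a group correlated with a median Pearson r between 0.975 and 0.990 across genes, which are not independent replicates.

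The recorded sex was checked with genes of the sex chromosomes. Xist (ENSMUSG00000086503, mm10 chromosome X, 103460366 to 103483254, a long non-coding RNA) reached 724 ± 40.9 CPM (counts per 1e6 counts of the scaled library size; SD, n = 5) in 4-month females and a mean of 758 CPM, from 573 to 944, in 25-month females (n = 5). In males it reached 0.142 ± 0.069 CPM at 4 months and 1.12 ± 2.09 CPM at 25 months. The second male value rested on replicate 5, which held 342 Xist counts where the other 9 male libraries held at most 18. The Y-linked gene Ddx3y (ENSMUSG00000069045, mm10 chromosome Y, 1260771 to 1286629) reached 61.8 ± 1.38 CPM in 4-month males and 0.0364 ± 0.0371 CPM in 4-month females. Uty was at least 1410-fold and Eif2s3y at least 891-fold lower in 4-month females, whose libraries held 3 or fewer counts of each gene. Kdm5d was also lower in females, with a log2 difference of -9.59 ± 0.33 (SE) at 4 months. No library contradicted its recorded sex.

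The largest source of variation was sex. The first principal component held 28.1% of the variance of log2 CPM, and sex explained 76.9% of the spread along it. The second component held 16.5%. A grouping of the libraries by the running number in their deposited names explained 68.5% of the spread along the second component, against 11% for age and 0.0455% for sex. Age explained 58.6% of the spread along the third component, which held 13.6% of the variance. The number ranges were also fitted as a block, a choice made beforehand, and those counts are given beside the others.

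**Figure D1:**
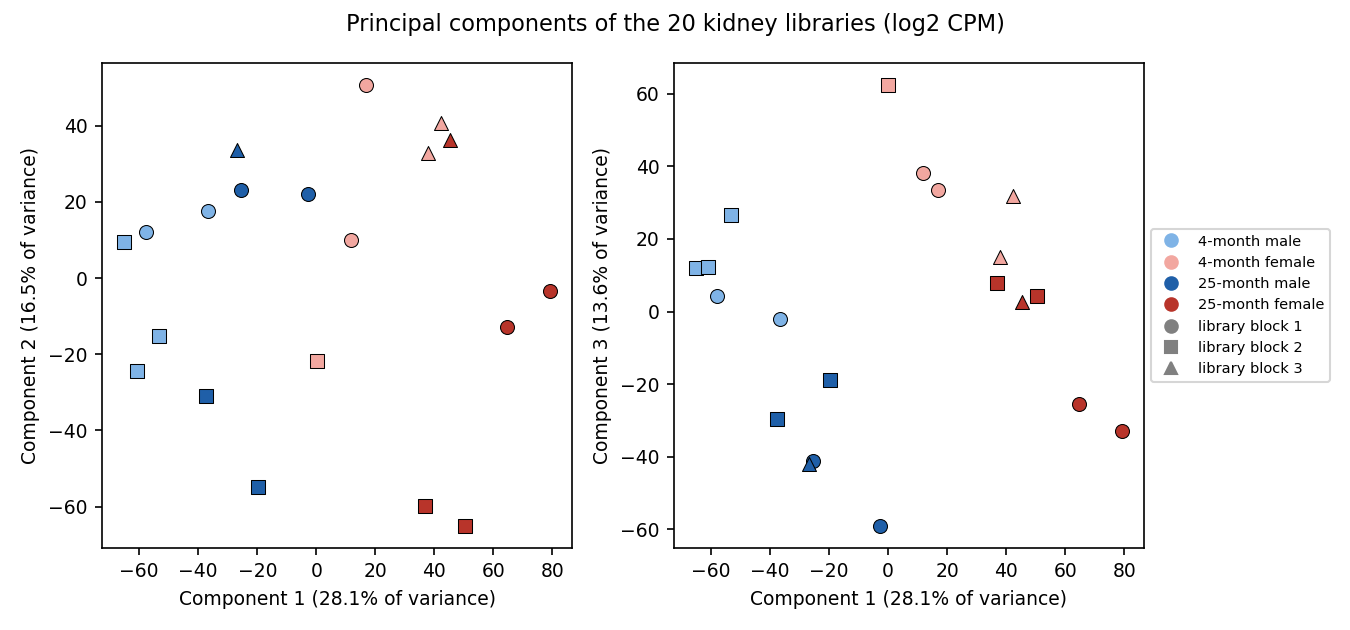
Principal components of the 20 libraries, computed from log2 CPM; each point is a library, colour gives age and sex, and shape gives the range of library numbers it came from. The first component (28.1% of variance) separates males from females, and the third (13.6%) separates the ages within each sex.

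The first comparison asked which genes change between 4 and 25 months when both sexes are averaged. With edgeR, 2606 of the 20693 genes had an adjusted p under 0.05, of which 1663 were higher and 943 lower at 25 months. The count at an unadjusted p under 0.05 was 5490, where 1035 are given by chance. Of the genes past the threshold, 848 changed by at least 2-fold, 797 upward and 51 downward. With the library-number block as a term, 3267 genes passed, among them 2582 of the 2606. The alternative that moved the count most, apart from the fold threshold, was a fit of age without sex, which gave 1436 genes. A fit with the adipocyte marker score of each library as a covariate, chosen after the data were seen, gave 1871.

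The genes named for age had an adjusted p under 0.05, a mean of at least 1 CPM and all 10 libraries of one age above all 10 of the other. Chance gives such a separation in 0.00108% of genes, and 127 genes met the rule, of which 3 were lower at 25 months. The largest increases were in immunoglobulin heavy chain genes. Ighg3 (ENSMUSG00000076615, mm10 chromosome 12, 113356224 to 113361232, a constant-region gene) rose by a log2 fold change of 6.88 ± 0.83 (SE, adjusted p = 3.4e-05), from 0.029 ± 0.0557 to 2.11 ± 3.20 CPM in males and from 0.0407 ± 0.038 to 8.14 ± 4.88 CPM in females (SD, n = 5). Its 4-month libraries held at most 7 counts. Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730) rose by 5.78 ± 0.47 (adjusted p = 5.78e-07), from 3.59 ± 0.773 to 75.2 ± 51.6 CPM in males and from 2.16 ± 0.512 to 315 ± 370 CPM in females. Constant-region genes share sequence, and how reads that align to several genes were counted is not stated.

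Grem1, which encodes a secreted antagonist of bone morphogenetic proteins (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646), rose by 4.44 ± 0.50 on the log2 scale (adjusted p = 1.81e-05). Gpnmb, a transmembrane glycoprotein gene (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), rose by 4.17 ± 0.53 (adjusted p = 5.47e-05). C130026I21Rik (ENSMUSG00000052477, chromosome 1, 84992690 to 85270566) rose by 4.15 ± 0.35 (adjusted p = 5.78e-07). It lies in a region of similar gene copies, so its counts cannot be assigned to 1 copy with certainty. The 3 decreases that met the rule were smaller. Cpeb3 (chromosome 19, 37021291 to 37208601) fell by 0.56 ± 0.11, Hoxa9 (chromosome 6, 52223100 to 52231089) fell by 0.54 ± 0.07 and Usp33 (chromosome 3, 152346478 to 152393617) fell by 0.18 ± 0.04 on the log2 scale, with adjusted p = 0.00185, 4.57e-05 and 0.00918.

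**Figure D2:**
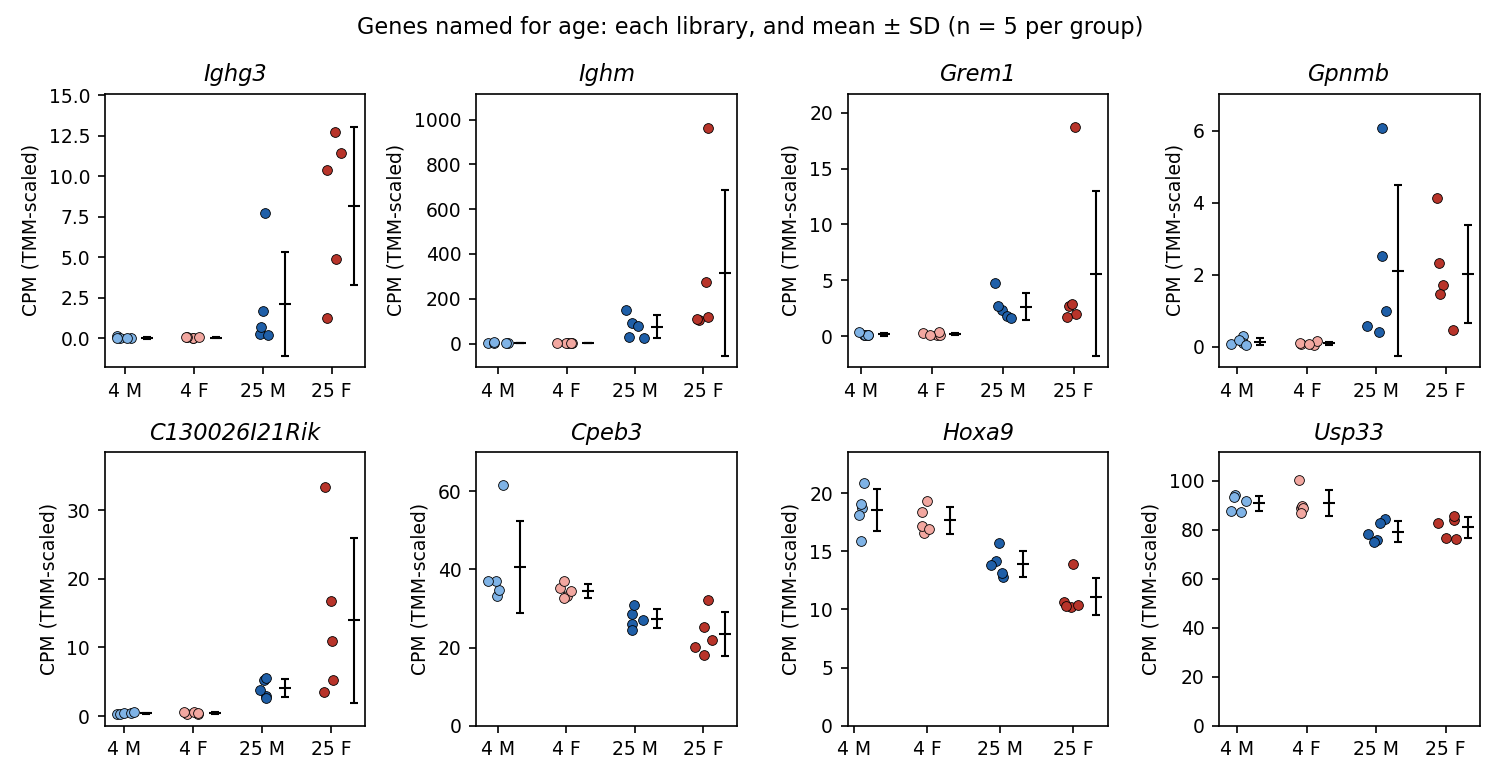
Scaled CPM of the 8 genes named for age, on linear axes that differ between panels; points are libraries of 4-month (4) and 25-month (25) males (M) and females (F), with the mean ± SD of n = 5 beside them. In all 8 panels the 10 libraries of one age lie above the 10 of the other, and single libraries carry much of the 25-month mean for Ighm and Grem1 in females.

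The next comparison asked whether the age effect was shared by the sexes. In males 1447 genes passed the threshold, 1065 higher and 382 lower at 25 months. In females 1274 passed, 877 higher and 397 lower. With the block as a term the counts were 1597 and 1159. The lists shared 516 genes that changed in the same direction and 2 that changed in opposite directions, where chance gives 89.1 shared genes. Across all genes tested the male and female log2 fold changes correlated with r = 0.459 and rho = 0.237. Genes are not independent replicates, so no p is given for this relation.

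Leaving out any 1 male library lowered the male count from 1447, to between 643 and 1319. Leaving out a female library gave 1325 to 1611. A smaller compared group can itself lower the count, and this was not separated from an effect of particular libraries. The male count was 643 without 4-month male replicate 4, 760 without replicate 1 and 823 without replicate 3 of the same group. It was 749 without 25-month male replicate 4 and 886 without 25-month male replicate 2. The female count was 785 without 4-month female replicate 2, 786 without 25-month female replicate 2 and 2350 without 25-month female replicate 5. With the adipocyte score as a covariate, the female count was 519 and the male count 1753.

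The interaction tested directly whether the age effect differed between females and males. No gene had an adjusted p under 0.05, and the lowest adjusted p was 0.0655, that of Atp13a4. At an unadjusted p under 0.05 there were 2405 genes, where chance gives 1035. DESeq2 called 148 interaction genes and limma-voom 16. On simulated counts without any interaction DESeq2 called 3 genes, and edgeR and limma-voom none. Those counts were drawn independently for each gene, unlike the real ones. Without 25-month female replicate 5, edgeR called 71. Without 25-month male replicate 4, or without 25-month female replicate 3, it called 1.

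The design also allows the sexes to be compared at each age. At 4 months 3984 genes differed, 2025 higher and 1959 lower in females. At 25 months 2950 differed, 1215 higher and 1735 lower in females. The comparisons shared 1596 genes, where 568 are given by chance, and 1590 of these differed in the same direction. With the block as a term the counts were 3093 and 3654, so the order of the ages depended on that term. Without 4-month female replicate 4 the count at 4 months was 2574. The direction split followed the scaling of the libraries: upper-quartile factors gave 2461 higher and 1660 lower in females at 4 months, and 1478 higher and 1470 lower at 25 months.

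The genes named for sex were separated without overlap, which chance gives in 0.794% of genes, and 1088 higher and 1372 lower genes met the rule at 4 months. Atp13a4 (chromosome 16, 29395853 to 29544864) was at least 47.8-fold higher in 4-month females, with 2.25 ± 0.362 CPM (SD, n = 5), than in 4-month males, where no library held a count. Myh1, a skeletal muscle myosin gene (chromosome 11, 67200052 to 67224575), was at least 93.4-fold higher in females at 4 months and at least 87.7-fold higher at 25 months, with 4.40 ± 2.15 and 4.005 ± 2.45 CPM in females. Ugt1a2 (chromosome 1, 88200601 to 88218997) was higher in females by a log2 difference of 8.21 ± 0.56 (SE, adjusted p = 4.52e-09) at 4 months. It belongs to a gene family with shared exons, so its counts are uncertain.

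The genes named as higher in males were the same 3 at both ages. Slco1a1 (chromosome 6, 141907282 to 141946962) had a log2 difference of -10.61 ± 0.67 at 4 months and -9.53 ± 0.67 at 25 months. Slc7a13 (chromosome 4, 19818725 to 19842218) had -9.46 ± 0.45 and -9.96 ± 0.46. Cyp2j13 (chromosome 4, 96027534 to 96077546), which has close relatives beside it, had -8.29 ± 0.32 and -7.90 ± 0.32. At 25 months 402 higher and 1011 lower genes met the rule. Besides Myh1, the genes named as higher in females were Hdc, the histidine decarboxylase gene (chromosome 2, 126593667 to 126619299), by 8.28 ± 0.46 (adjusted p = 2.18e-10), and Igf2 (chromosome 7, 142650766 to 142666816), by 6.74 ± 0.41 (adjusted p = 8.54e-10). Hdc also rose with age in females, from 8.82 ± 2.50 to 101 ± 65.1 CPM.

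Genes of senescence, secreted factors, integrins and chemokines, and TFEB targets were measured in the study by PCR in other mice, and a list was fixed from them. Of its 25 genes 20 passed the filter in the present libraries. Cdkn2a, Il1a, Il6, Cxcl2 and Timp1 did not have enough libraries with more than 10 counts. In both sexes combined, 14 had a p under 0.05 when adjusted over the list alone, 12 higher and 2 lower at 25 months. Adjusted over all genes tested, 12 passed, 11 higher and 1 lower. The senescence gene Cdkn1a (chromosome 17, 29090976 to 29100727) rose from 2.15 ± 1.05 to 8.57 ± 1.72 CPM in males and from 2.48 ± 0.954 to 8.43 ± 2.34 CPM in females (SD, n = 5), a log2 fold change of 1.88 ± 0.22 (SE, adjusted p = 3.08e-05 over all genes).

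Among the secreted factors, Ccl2 rose by 2.08 ± 0.33, Mmp3 by 1.98 ± 0.46 and Cxcl1 by 1.63 ± 0.46 on the log2 scale. The increase of Cxcl1 rested on 25-month female replicate 2: without it the change was 1.00 and no longer past the threshold. Of the integrin and chemokine genes, Ltbp2 rose by 2.37 ± 0.46, Vcam1 by 1.54 ± 0.22, Ccr2 by 1.04 ± 0.19, Birc3 by 0.76 ± 0.13 and Ifngr1 by 0.52 ± 0.12. Col1a1, at 0.52 ± 0.19, passed over the list alone, and Cd36, at -0.12 ± 0.14, did not pass. The Cd36 change was -0.75 ± 0.20 in males (adjusted p = 0.0317 over all genes) and 0.51 ± 0.20 in females (adjusted p = 0.148). The interaction for Cd36 did not pass (adjusted p = 0.126). Of the TFEB targets, Tnfaip3 rose by 0.61 ± 0.12. Ppargc1a fell by 0.15 ± 0.07 and passed over the list alone. Tfeb itself, Fnip1, Neu1, Tpp1 and the secreted factor Il1b did not pass. In mean CPM, Il6 was at least 2.17-fold and Cdkn2a at least 2.99-fold higher at 25 months. All 4-month libraries held 3 or fewer counts of each, and neither gene passed the filter. These bounds do not cover the spread between animals. The 25-month males held at most 4 Il6 and 5 Cdkn2a counts. Il6 reached 22 and 24 counts in 25-month female replicates 2 and 3, and at most 6 in the other females of that age. Cdkn2a reached 26, 13 and 36 in replicates 1, 3 and 4, and at most 5 in the others. Without a filter 18 genes of the list passed when adjusted over the list alone, 16 higher and 2 lower.

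The 27 signatures of the study were tested by preranked enrichment, to ask which gene programmes move with age in the direction seen in mutant kidneys. In both sexes combined 23 sets had a p, and 12 passed an adjusted p of 0.05, 10 enriched among increases and 2 among decreases. For the other 4 sets the program returned no p. These were the genes raised and the genes lowered in young mutant kidney, and the genes lowered in old mutant kidney with and without the fold filter, with median log2 changes of -0.12, -0.03, -0.07 and -0.06. The highest normalized enrichment scores were those of integrins and chemokines raised in old mutant kidney, at 2.04 (adjusted p = 7.1e-12, 90 genes, median log2 change 0.51), and of the interferon gamma response, at 2.0 (adjusted p = 5.65e-16, 180 genes, median 0.39). Genes raised by the fold filter in old mutant kidney scored 1.92 (adjusted p = 4.6e-37, 556 genes, median 0.19). The secretory lists of De Cecco and of Lasry and Ben-Neriah scored 1.70 and 1.67.

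The genes lowered in old mutant kidney had enrichment scores of -0.40 with and without the fold filter. Camera with the preset correlation called these sets lower at 25 months, with adjusted p = 0.00151 with and 0.00103 without the filter in both sexes, 0.0312 and 0.0123 in males and 0.0032 and 0.00487 in females. Under fry their adjusted p in both sexes was 0.166. Camera also called the genes raised in young mutant kidney lower in both sexes (adjusted p = 0.00151), where fry gave 0.0899. With genes ranked by the root of the edgeR F, 20 sets passed, 11 upward and 9 downward.

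Among the sets with a p, the joined list of positive and negative mTOR regulators scored -1.59 (adjusted p = 0.0304, 43 genes), and the genes lowered in young mutant kidney, fold filter, scored -1.31 (adjusted p = 0.0126, 210 genes, median log2 change 0.00). The joined list had an adjusted p of 0.0135 by camera with the preset correlation, 0.377 with an estimated one and 0.0419 by fry. The genes lowered in young mutant kidney, fold filter, passed none of these tests, with adjusted p of 0.522, 0.831 and 0.724. The 4 TFEB target lists and the KEGG lysosome list did not pass in both sexes combined or in females. They did not pass in males either, where TFEB targets list 2 had no p. At a looser adjusted p of 0.25, TFEB targets list 1 passed as lower in both sexes (-1.29, adjusted p = 0.229) and in males (-1.46, adjusted p = 0.127). List 3 then passed as higher in females (1.24, adjusted p = 0.107). In males 12 of 24 sets passed, 10 upward and 2 downward, and in females 14 of 25, 10 upward and 4 downward. Hallmark mTORC1 signaling scored -1.67 in males (adjusted p = 8.4e-05) and 1.20 in females (adjusted p = 0.189). Genes raised in young mutant kidney scored -1.83 in males (adjusted p = 8.29e-09) and 1.06 in females (adjusted p = 0.401). Genes lowered in young mutant kidney scored -1.90 in females (adjusted p = 4.33e-09) and 0.97 in males (adjusted p = 0.742). The difference of the age effects between females and males was tested for each set. Camera with the preset correlation gave an adjusted p of 6.32e-07 for mTORC1 signaling, 0.00636 for genes raised in young mutant kidney and 0.00241 for genes lowered there, whereas under fry the lowest adjusted p of the 27 sets was 0.27 and under an estimated correlation 0.638. The fry rotation test, which keeps the correlation between genes, called 12 sets in both sexes, 8 in males and 9 in females. Camera with an estimated correlation called none in any of the 3, and with the preset correlation it called 14, 14 and 17. Without 4-month female replicate 2 the female count of the preranked test was 8, and without 4-month female replicate 3 it was 9.

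**Figure D3:**
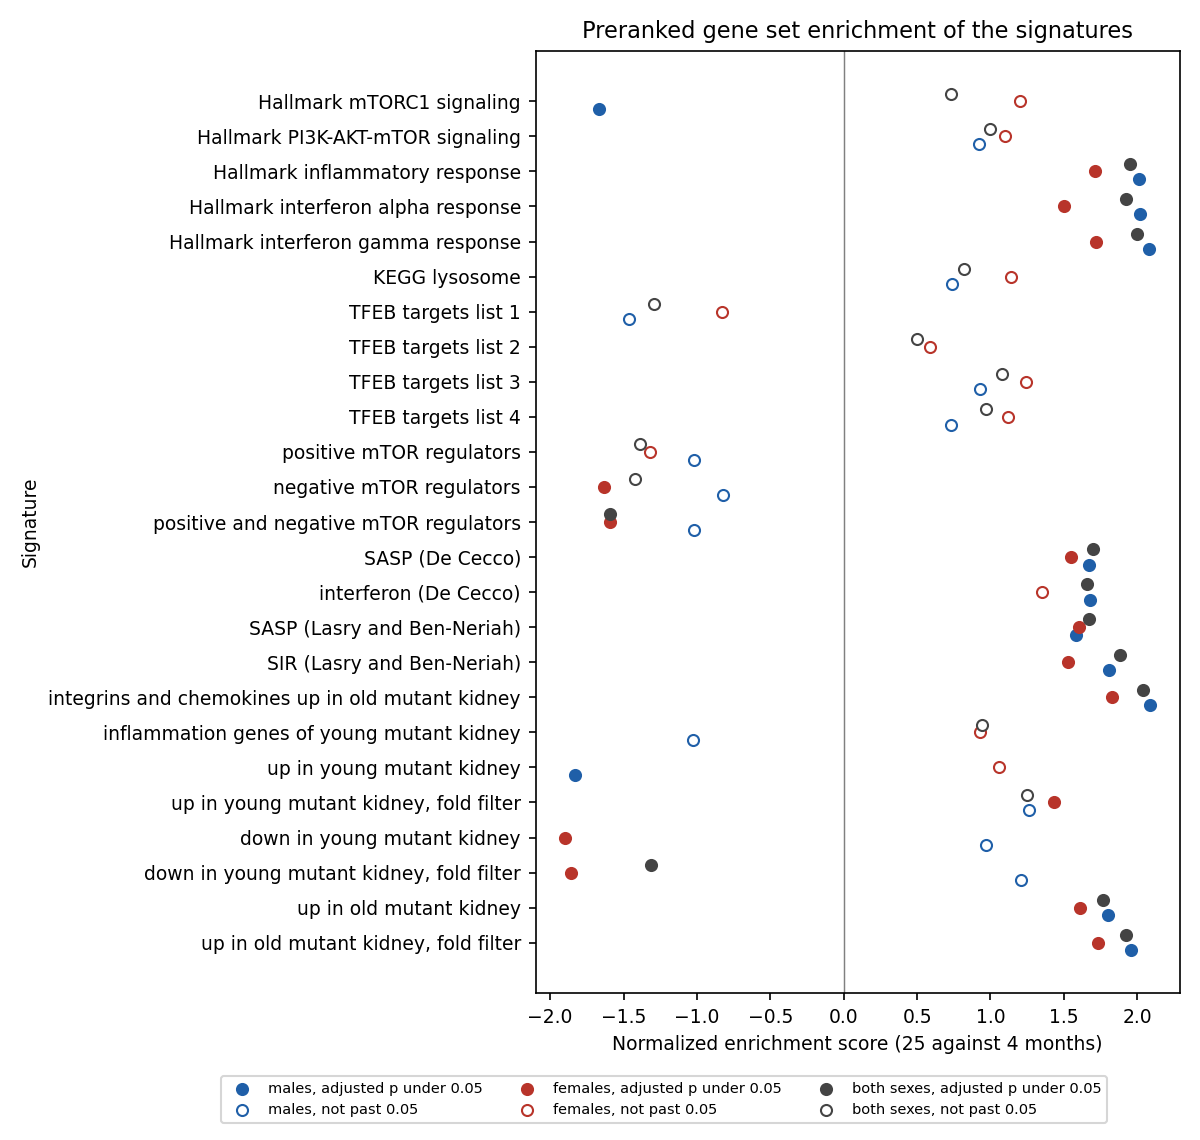
Normalized enrichment scores of the signatures for 25 against 4 months, in both sexes (grey), males (blue) and females (red); filled points have an adjusted p under 0.05, open points do not, and sets without a score are not drawn, among them the genes lowered in old mutant kidney. The Hallmark inflammatory and interferon sets, the secretory lists, the integrins and chemokines and the genes raised in old mutant kidney lie at 1.35 or above in all 3 comparisons.

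Lists of marker genes for kidney, immune and neighbouring cell types were tested with camera at a preset correlation of 0.01. Of the 17 lists 15 had at least 4 genes tested, and 11 had an adjusted p under 0.05, 7 higher and 4 lower at 25 months. The median log2 fold change was 3.10 for B cells, 2.50 for plasma cells, 1.69 for T cells, 1.58 for injured tubule, 1.51 for macrophages, 0.49 for fibroblasts and 0.27 for podocytes. It was -0.52 for the thick ascending limb, -0.48 for principal cells, -0.42 for intercalated cells and -0.15 for the proximal tubule. The lists for endothelium, distal convoluted tubule and erythroid cells did not pass. The adipocyte list was near the threshold, with an adjusted p of 0.0509 that ranged from 0.00217, without 25-month female replicate 3, to 0.132 when each library was left out, and that passed in 7 of these 20 fits. The others of the 7 were those without 25-month male replicate 1 (0.00726) or 3 (0.0481), 4-month male replicate 2 (0.0164) or 3 (0.0465) and 4-month female replicate 1 (0.0364) or 5 (0.0325). With genes at the floor of 3 counts set to their bound the medians were the same, as no listed gene was at the floor in all 4-month libraries. The neutrophil and adrenal cortex lists had 3 genes tested each, and their medians were 1.32 and 0.00.

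Fry called 8 of the 11 lists, all but fibroblast, podocyte and proximal tubule. Camera with an estimated correlation called the principal cell and intercalated cell lists alone. The mean log2 CPM of a list was also compared between ages by an exact permutation test that kept the sexes apart (two-sided, 63504 arrangements, n = 5 per group). The B cell score rose by 2.23 and the macrophage score by 1.24, both with an exact permutation p = 3.15e-05, the smallest this test can give (adjusted over 17 lists, 0.000178), and in all 10 of the 25-month libraries both scores were above every 4-month library of the same sex. The plasma cell score rose by 2.55 (adjusted p = 0.000535) and the T cell score by 1.45 (adjusted p = 0.000214), each above every young library of the same sex in 9 of 10. The adipocyte score rose by 1.48 with a spread of 2.27 (SD within groups) and did not pass (adjusted p = 0.254).

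**Figure D4:**
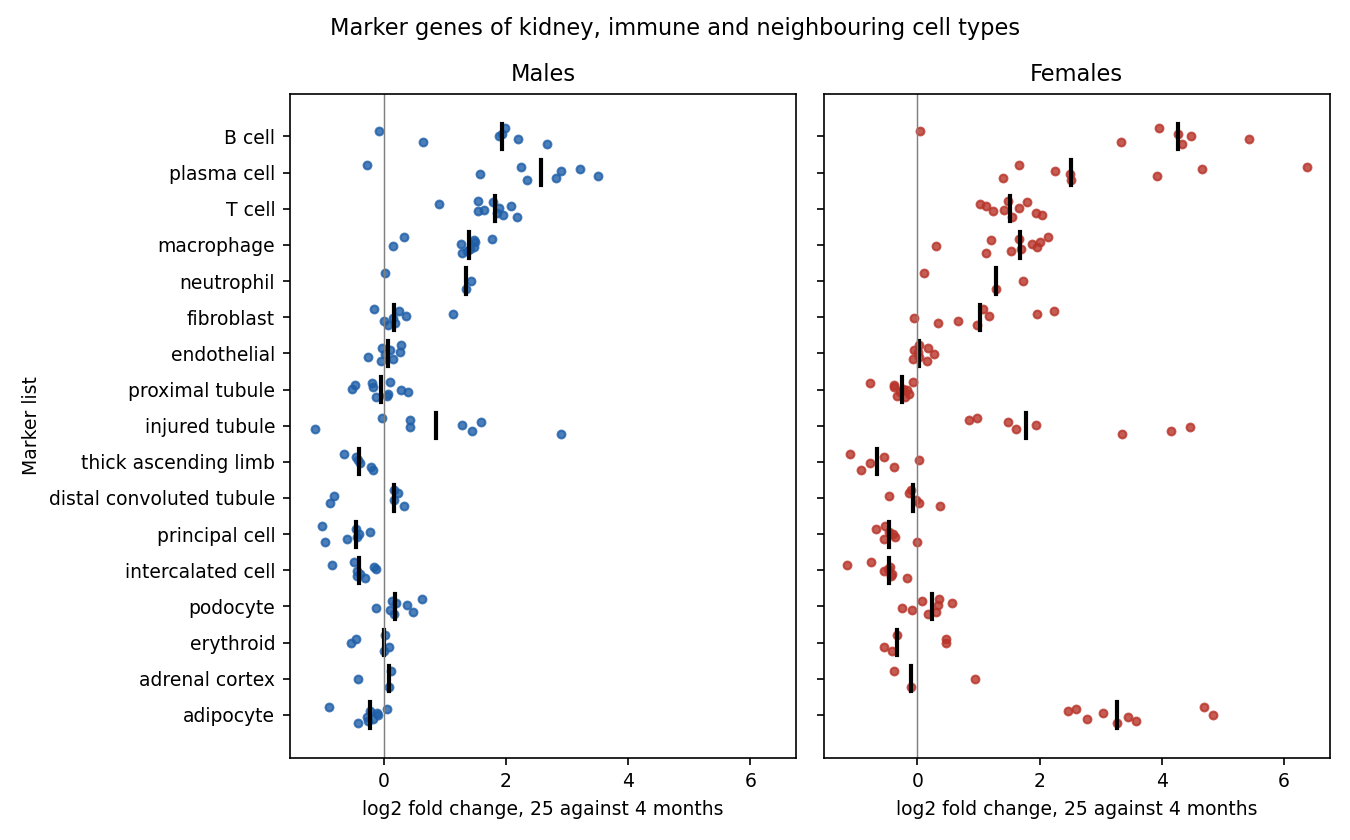
Log2 fold changes of the genes of each marker list for 25 against 4 months, in males (left) and females (right); points are genes and bars are medians. The medians of the immune lists lie above 0 in both sexes, and the adipocyte list has a median of -0.23 in males and 3.27 in females, a difference with an adjusted p of 0.000936 by camera at the preset correlation and 0.85 by fry.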

Values the study reported

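The study reported 1,368 differentially expressed genes between kidneys of old RagC-mutant and old wild-type mice, 792 upregulated and 576 downregulated in the mutants. In kidneys of young mutants it reported 689, with 335 upregulated and 354 downregulated. From the old mutant kidneys it listed 91 integrin and chemokine genes that were increased. For the ageing cohorts it tested 27 curated signatures and described, without gene counts in its text, enrichment of the mutants' upregulated genes and lower expression of their repressed genes in old wild-type mice.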

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

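The tests of fat tissue, of the transgene and of 25-month male replicate 4 were chosen only after the results they bear on were seen.

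Within groups of 5 libraries, the highest or lowest library was compared with the others by Dixon's ratio, the gap to the nearest library over the range of the group. Of 170 groups of values 24 exceeded the critical value of 0.71, where chance gives 8.5 if values are normally distributed. Gene ratios were taken on linear CPM, and all 24 but those of Ppargc1a, Tpp1 and Cyp2j13 were on the high side. Skewed values could add to the excess, which was not tested. Values of several genes come from the same libraries, so these are not 24 separate events.

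25-month female replicate 2 was the highest of its group for 7 genes: Grem1 (ratio 0.933, 18.7 CPM against 1.7 to 2.84 in the others), Timp1 (0.891, 3.26 CPM), Ccr2 (0.886, 25.4 against 7.99 to 9.96 CPM), Cxcl1 (0.842, 4.84 CPM), Ccl2 (0.809, 2.26 CPM), Vcam1 (0.75, 83.7 against 18.4 to 34.7 CPM) and Birc3 (0.726, 36.5 CPM). It also had the highest macrophage score (4.1) and injured tubule score (5.612) of the 20 libraries, and the lowest plasma cell score of the 25-month libraries (0.163). Fat tissue in the sample may have added such transcripts. In its group 2 libraries had a higher adipocyte score, with Adipoq at 76.92 and 60.09 CPM against 18.02 CPM here, and lower levels of all 7 genes, which argues against the amount of fat tissue as the source. A stronger inflammation in this animal and other tissue in the sample stay open and were not tested. The age counts without this library are given with the processing results.

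25-month male replicate 4 stood apart for Ugt1a2 (0.845, 6.12 CPM against 0.8 to 1.62), Cyp2j13 (0.731, the lowest, 97.5 against 229 to 277 CPM), Ighg3 (0.801, 7.73 CPM) and Ccl2 (0.793, 1.51 CPM). The first pair moved toward the female level. Female RNA in the sample could do this, but the excess of Ugt1a2, 2.94% of the level in 25-month females, would bring 22.3 CPM of Xist, and this library held 0.23 CPM (18 counts). Its sex score, the mean log2 CPM of 5869 autosomal genes that differed by sex, signed by direction, was -1.28, against at most -1.32 in the other 4 males and at least -0.82 in the females of that age. A change in sex-dependent expression in this animal stays open and was not tested.

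4-month female replicate 5 was the highest for Ltbp2 (0.873) and Slco1a1 (0.776) and the lowest for Ppargc1a (0.743). In 25-month female replicate 3, Ighm reached 965 CPM from 72603 counts (0.803) and Il1a 0.306 CPM (0.875). Single genes stood apart in Hoxa9 of 25-month female replicate 5 (0.887), Tpp1 of 25-month female replicate 1 (0.734, the lowest), Myh1 of 4-month female replicate 1 (0.894), Usp33 of 4-month female replicate 2 (0.788), Ighm of 4-month female replicate 4 (0.719), Cpeb3 of 4-month male replicate 3 (0.858) and Grem1 of 4-month male replicate 5 (0.777). No explanation of these was tested.

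Xist in 25-month male replicate 5 gave a ratio of 0.98, with 342 counts and 4.87 CPM against at most 0.23 CPM in the other libraries of its group. Female RNA or reads could have entered this library at 0.635% of the female Xist level. Genes almost silent in the other males and at 2 CPM or more in females summed to 0.427 CPM in this library, against 0.103 CPM at most in the other 9 males and 0.12 CPM that such a share needs. The 30 counts came from Cyp3a41a (14), Cyp3a41b (13) and Atp13a4 (3), while Myh1 had 0. The genes are few, and Cyp3a41a and Cyp3a41b are close copies that may share reads, so a trace of female RNA and expression in this animal cannot be told apart.

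The age effect differed between females and males for 6 gene lists by camera with the preset correlation: Hallmark mTORC1 signaling (adjusted p = 6.32e-07), genes raised in young mutant kidney (0.00636), genes lowered in young mutant kidney (0.00241) and the same with the fold filter (0.000999), the adipocyte list (0.000936) and the fibroblast list (0.0342). None passed under fry, where the lowest adjusted p was 0.27 for the signatures and 0.85 for the lists, or under an estimated correlation. Uneven amounts of fat tissue between samples are a candidate source for the adipocyte list. The adipocyte genes rose and fell together with Adipoq within groups, with r from 0.709 to 0.986 over 8 genes, Adipoq ranged from 0.069 to 76.9 CPM and Ucp1, a brown fat gene, from 0 to 405 CPM. Of the 10 genes in the list 9 are counted often enough in kidney to be tested. The score rose by 3.5 in females (exact permutation p = 0.0635, n = 5 per group) and changed by -0.54 in males (exact permutation p = 0.762). For the other 5 lists the tests of the difference disagree, and a sex-specific age effect stays open.

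The entry for a CYB5R3 transgene held 1062 counts in 25-month female replicate 1 and 3 to 59 in the other 19 libraries. Depth does not account for this, since the CPM was 21.6 times that of the next library. Reads of the mouse gene Cyb5r3 would make the entry follow that gene, but it reached 9.2% of the Cyb5r3 counts here and at most 0.575% elsewhere. A carrier animal, or RNA of one, might be the source. Cyb5r3 itself was at 193.3 CPM, the highest of the 10 female libraries, where the others of its group ranged from 105.6 to 174.1 CPM, the 4-month females from 74.69 to 153.9 CPM and the males from 153.5 to 228.4 CPM. One library above its group decides nothing, so a carrier stays open, and the labels name none.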

How the results depend on the processing

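The adipocyte score as a covariate was chosen after seeing the data. Unless stated, the cause of a difference was not tested.

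The count of age genes in both sexes kept within 1.5 times of 2606 under the other scalings, tests, filters, block and thinned depth. It was 1436 with age alone and 848 with a fold threshold, which removes smaller changes by construction. For males it was 2250 with DESeq2, 2624 with limma-voom and 716 with the fold threshold. For females it was 1918 with DESeq2, 413 in a fit of the 2 groups alone, where the same kind of fit gave 1909 in males, 740 with the fold threshold and 519 with the adipocyte covariate, where 494 of the 1274 genes remained. Interaction genes numbered 148 with DESeq2, 16 with limma-voom and 1 with the adipocyte covariate, against 0, with 2405 at an unadjusted p under 0.05. Sex genes at 4 months numbered 961 with the fold threshold. At 25 months they numbered 912 with the fold threshold, 1710 in a fit of the 2 groups and 1691 with the adipocyte covariate.

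Leaving out 1 library at a time gave 2148 to 3074 age genes in both sexes, 643 to 1611 in males, 785 to 2350 in females, 0 to 71 interaction genes, 2574 to 4157 sex genes at 4 months and 2063 to 3548 at 25 months. It gave 13 to 17 study genes, 11 to 14 signatures in both sexes, 12 to 14 in males and 8 to 15 in females, and 10 to 12 marker lists. In males the count was 643 without 4-month male replicate 4, 760 without replicate 1, 823 without replicate 3, 749 without 25-month male replicate 4 and 886 without 25-month male replicate 2. In females it was 785 without 4-month female replicate 2, 786 without 25-month female replicate 2 and 2350 without 25-month female replicate 5. Without the last the interaction gave 71, and without 25-month male replicate 4 or 25-month female replicate 3 it gave 1. Without 4-month female replicate 4 there were 2574 sex genes at 4 months. Female signatures fell to 8 without 4-month female replicate 2 and 9 without replicate 3.

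Of the signatures in both sexes, 20 passed when genes were ranked by the root of the edgeR F. With an estimated correlation camera called 0 signatures in both sexes, 0 in males and 0 in females, and 2 marker lists. Fry called 9 signatures in females.

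Of 40 named genes, 35 kept direction and side of the threshold when each library was left out and 36 under the other alternatives. Tpp1 reversed, from -0.01 to 0.01 with upper-quartile factors and 0.10 with the adipocyte covariate, and ranged from -0.10 to 0.04 when libraries were left out. Of 87 sets and lists, 66 kept both when a library was left out, with 12 weaker, 6 stronger and 4 reversed in at least 1 fit, and 17 under the other alternatives, with 47 weaker, 8 stronger and 15 reversed.

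The reversed sets were not past the threshold in the main ranking, except genes lowered in young mutant kidney with the fold filter, whose score in both sexes ranged from -1.60 to 0.77 when a library was left out, turning positive without 25-month male replicate 2 (0.70), 25-month female replicate 1 (0.77) or 25-month female replicate 4 (0.70). The values that follow are the score under the F ranking, then adjusted p for camera with preset and estimated correlation and for fry. In both sexes, mTORC1 signaling gave -1.32, 0.155, 0.664 and 0.383. KEGG lysosome gave -1.12, 0.321, 0.781 and 0.638. TFEB targets list 2 gave -1.30, 0.151, 0.51 and 0.2, and list 4 gave -1.28, 0.204, 0.51 and 0.2. The inflammation genes of young mutant kidney gave adjusted p of 0.967, 0.977 and 0.962 in the 3 other tests.

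In males, PI3K-AKT-mTOR signaling gave -0.94, 0.404, 0.641 and 0.672. KEGG lysosome gave -1.29, 0.134, 0.641 and 0.579, and ranged from -1.08 to 0.87 when a library was left out, negative without 25-month male replicate 3. TFEB targets list 4 gave -1.50, 0.0353, 0.284 and 0.0913. The inflammation genes of young mutant kidney scored 0.96 with the block and ranged from -1.32 to 1.01 when a library was left out, positive without 25-month male replicate 1 (0.88), replicate 2 (0.93) or replicate 5 (1.01). Genes raised in young mutant kidney, fold filter, gave adjusted p of 0.472 and 0.697 by camera.

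In females, KEGG lysosome gave adjusted p of 0.974, 0.991 and 0.95 by the 3 other tests. TFEB targets list 2 gave -1.34, 0.205, 0.525 and 0.235. TFEB targets list 1 ranged from -1.14 to 0.49 when a library was left out, positive without 25-month female replicate 1. Genes raised in young mutant kidney gave adjusted p of 0.411, 0.789 and 0.59. The endothelial and distal convoluted tubule lists reversed with the adipocyte covariate, each with an adjusted p of 0.945.

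The filter removed 5 of the 25 study genes, and whether more depth would have kept them was not tested. Without a filter 18 passed when adjusted over the list alone, 16 higher and 2 lower, against 14.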

Other observations

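The fit with the library block as a term was chosen beforehand. The other tests of that block were chosen only after the results they bear on were seen. The same holds for the tests of the share of tubule cells, of fat and lymph node tissue, of silent genes and of low counts. It also holds for those of the region around Sp100 and of a weaker sex difference.

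Other splits of the libraries into groups of the same sizes were tested alike. As many age genes as in the real split were found in 1 of 100 splits for both sexes, 1 of 100 for males and 1 of 100 for females, the real split included, and as many sex genes in 1 of 100 at each age. The highest counts of the other splits were 1182, 3, 1112, 4 and 2395. For the interaction, residuals of a fit of sex plus age were permuted and tested with limma-trend, which called 2272 genes at an unadjusted p under 0.05 in the real data. As many were called in 10 of 100 arrangements. As many signatures passed in 2 of 40 splits for both sexes, 2 of 40 for males and 1 of 40 for females, the real split included. The real counts were 12, 12 and 14, and the highest counts of the other splits were 13, 14 and 12. For both sexes and for males the number of signatures was thus not beyond that of every other split. The p-values of the preranked test rest on permuted genes, not on permuted libraries. As many marker lists passed in 8 of 100 splits, and the median of the others was 5, so a count of marker lists by camera is a weak measure here.

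The second principal component followed ranges of library numbers, and batches of library preparation may be the source, though the labels give none. With these ranges as a block 3267 age genes passed, and with all libraries thinned to the smallest total 2549 did, so neither block nor depth accounts for the age count. The loadings of the component correlated across 20644 genes with GC content (rho = -0.288) and exon length (rho = 0.246). Genes are not independent replicates, and what these relations come from stays open.

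Without 25-month female replicate 5 more genes passed. A swap of this sample with a young one would place its age score, the mean log2 CPM of the genes called in males signed by direction, among the 4-month females (-0.545 to -0.189). It was 0.056, the lowest of the 25-month females, which reached 0.471, and outside the young range.

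Most of the larger changes were increases: 94.0% of the changes of at least 2-fold. Scaling could produce this, but the share was at least 93.4% under the other scalings. A background of reads would raise silent genes, but the summed CPM of 1921 olfactory and vomeronasal receptor genes changed by 0.15 on the log2 scale with an SD of 0.19 between libraries within groups, while the 797 raised genes had a median of 1.51. Low counts would confine the prevalence of increases to weak genes, but of 55 such changes in genes of 10 to 100 CPM 80% were increases (exact Clopper-Pearson 95% interval 67% to 89.6%). Under 10 CPM the share was 95.4%, and there low counts stay open as a part of the cause. At 100 CPM or more 2 changes of at least 2-fold were increases and 4 decreases. Among all age genes decreases prevailed in stronger genes, with 285 higher and 509 lower from 10 to 100 CPM and 21 higher and 156 lower at 100 CPM or more. An age effect on cell content stays open.

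The immune marker lists rose with age. A smaller share of tubule cells would raise all other cell types alike, but 38 immune list genes rose by 1.73 and 24 genes of the fibroblast, endothelial and podocyte lists by 0.28 on the log2 scale, a difference of 1.45 with an SD of 0.45 between libraries within groups. Fat tissue taken along may carry immune cells. In males the adipocyte list had a median log2 fold change of -0.23, while the camera adjusted p was 7.57e-07 for plasma cells, 2.64e-07 for T cells and 3.17e-06 for macrophages. The B cell list did not pass camera in males (0.0777, against 3.76e-06 in females), but its median log2 fold change there was 1.94 and the B cell scores of the 5 old males, from -0.806 to 0.343, lay above those of the 5 young males, from -1.992 to -1.623, a separation that chance gives in 0.794% of cases. In both sexes combined, with the adipocyte score as a covariate the highest adjusted p of the B cell, plasma cell, T cell and macrophage lists was 1.22e-05. Lymph node tissue would bring B cells: all 10 of the 25-month libraries had a B cell score above every young library of their sex, which does not separate it from B cells within kidney. All tested genes of these lists are counted in this kidney RNA, 7 of 10 for B cells, 8 of 9 for plasma cells, 10 of 11 for T cells and 10 of 10 for macrophages. More immune cells in old kidney is a hypothesis that these tests leave standing beside lymph node tissue.

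Windows of the genome of equal length with more raised genes than chance were sought, and 26 of 2272 windows with tested genes passed, adjusted over all 2272. In the protocadherin gamma cluster (mm10 chromosome 18, 37000001 to 38000000, 27 of 53 genes raised, adjusted p = 6.61e-13), all 22 gamma genes were higher and 19 passed, with a median log2 fold change of 0.50 and a lowest of 0.34, where other scalings moved the median gene by at most 0.02 for age in both sexes. These genes share 3' exons, and reads shared between them might make all move as one. Their mean counts differed up to 10.8-fold, from 55.35 to 595.4, which equal sharing would not give. In the Sp100 region (chromosome 1, 85000001 to 86000000, 16 of 22 genes raised), near-identical copies could share reads. Sp110, Sp140 and Sp100 rose by 1.17, 1.46 and 0.52 with a highest adjusted p of 0.00652, and their reads may also have been counted in the copies, so a rise of the copies themselves and shared reads cannot be told apart. The named gene C130026I21Rik overlaps the start of this region, so its own rise is not separated from that of its copies.

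Fewer sex genes passed at 25 than at 4 months, 2950 against 3984. The order turned with the library block as a term, to 3654 against 3093, and without 4-month female replicate 4, to 2967 against 2574. A weaker sex difference could be the cause, but the female minus male difference of the sex score was 0.67 at 4 months and 0.63 at 25 months (change -0.04, exact permutation p = 0.684, n = 5 per group), which does not decide it. The median log2 ratio of within-group variances, 25 over 4 months, was 0.42 over 20693 genes, and 65.1% of genes had the larger variance at 25 months. These variances take no account of the block, so spread and block cannot be told apart as sources of the order.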
